# Exploiting orthology and de novo transcriptome assembly to refine target sequence information

**DOI:** 10.1186/s12920-019-0524-5

**Published:** 2019-05-23

**Authors:** Julia F. Söllner, Germán Leparc, Matthias Zwick, Tanja Schönberger, Tobias Hildebrandt, Kay Nieselt, Eric Simon

**Keywords:** RNA-Seq, de novo transcriptome assembly, Orthology, Sequence refinement, Comparative genomics

## Abstract

**Background:**

The ability to generate recombinant drug target proteins is important for drug discovery research as it facilitates the investigation of drug-target-interactions in vitro. To accomplish this, the target’s exact protein sequence is required. Public databases, such as Ensembl, UniProt and RefSeq, are extensive protein and nucleotide sequence repositories. However, many sequences for non-human organisms are predicted by computational pipelines and may thus be incomplete or incorrect. This could lead to misinterpreted experimental outcomes due to gaps or errors in orthologous drug target sequences. Transcriptome analysis by RNA-Seq has been established as a standard method for gene expression analysis. Apart from this common application, paired-end RNA-Seq data can also be used to obtain full coverage cDNA sequences via de novo transcriptome assembly.

**Methods:**

To assess whether de novo transcriptome assemblies can be used to determine a protein’s sequence by searching the assembly for a known orthologous sequence, we generated 3 × 6 = 18 tissue specific assemblies (three organs: brain, kidney and liver; six species: human, mouse, rat, dog, pig and cynomolgus monkey). These assemblies and the manually curated human protein sequences from UniProtKB/Swiss-Prot were used in a reciprocal BLAST search to identify best matching hits.

We automated and generalised our approach and present the a&o-tool, a workflow which exploits de novo **a**ssemblies of paired-end RNA-Seq data and **o**rthology information for target sequence validation and refinement across related species. Furthermore, the a&o-tool extracts best hits’ sequences from a reciprocal BLAST search, translates them into protein sequences, computes a multiple sequence alignment and quantifies the refinement.

**Results:**

For the three human assemblies we observed a hit rate greater than 60% with 100% sequence coverage and identity. For assemblies from the other species we observed similar hit rates and coverage with highest identities for cynomolgus monkey.

**Conclusions:**

In summary, we show how to refine protein sequences using RNA-Seq data and sequence information from closely related species. With the a&o-tool we provide a fully automated pipeline to perform refinement including cDNA translation and multiple sequence alignment for visual inspection. The major prerequisite for applying the a&o-tool is high quality sequencing data.

**Electronic supplementary material:**

The online version of this article (10.1186/s12920-019-0524-5) contains supplementary material, which is available to authorized users.

## Background

During drug development a compound’s efficacy and safety have to be shown in a non-human species before it can proceed to clinical trials where it is eventually tested in humans. Particularly the selection of the right pharmacological dose which is required for target engagement is crucial for the interpretation of experimental results. The appropriate dose, in turn, is closely linked to the compound’s activity. Fortunately, biochemical and cellular in vitro assays can be used throughout the drug discovery process to assess the compound’s activity on the target protein. This can be accomplished by using cell lines or bacteria expressing the recombinant protein, i.e. a DNA template of the known target sequence which is to be introduced into the production system. However, erroneous target proteins lead to an over- or underestimation of the compound’s activity or wrong dose selection and subsequently to misinterpretation of in vivo experiments.

Public databases, such as Ensembl [1], UniProt [2] and RefSeq [3], provide genome-wide sequence information for most model organisms commonly used in pharmaceutical research. However, not all genomes of these species are annotated equally well. When comparing the number of transcripts reported in Ensembl [1] (version 91) to the number of proteins with manually reviewed sequences in UniProtKB/Swiss-Prot [2] (accessed: 26/04/2018) one can see that the human genome has the highest number of annotated transcripts as well as the highest number of curated protein sequences (see Fig. 1). Since the house mouse is an established model organism it is investigated almost as thoroughly as humans, i.e., there are almost as many manually curated sequences as for human. In contrast, protein sequences from some relevant, closely related non-human primate species, like cynomolgus monkey (*Macaca fascicularis*) and rhesus macaque (*Macaca mulatta*), are not very well curated. This is also indicated by the fact that the Ensembl reference genome for cynomolgus monkey has been released only recently (Ensembl version 91 in December 2017). Another example is the Chinese hamster genome which is still poorly annotated although Chinese hamster ovary cells (CHO) are important vector systems for the production of biopharmaceuticals, like therapeutic monoclonal antibodies.

**Fig. 1:**
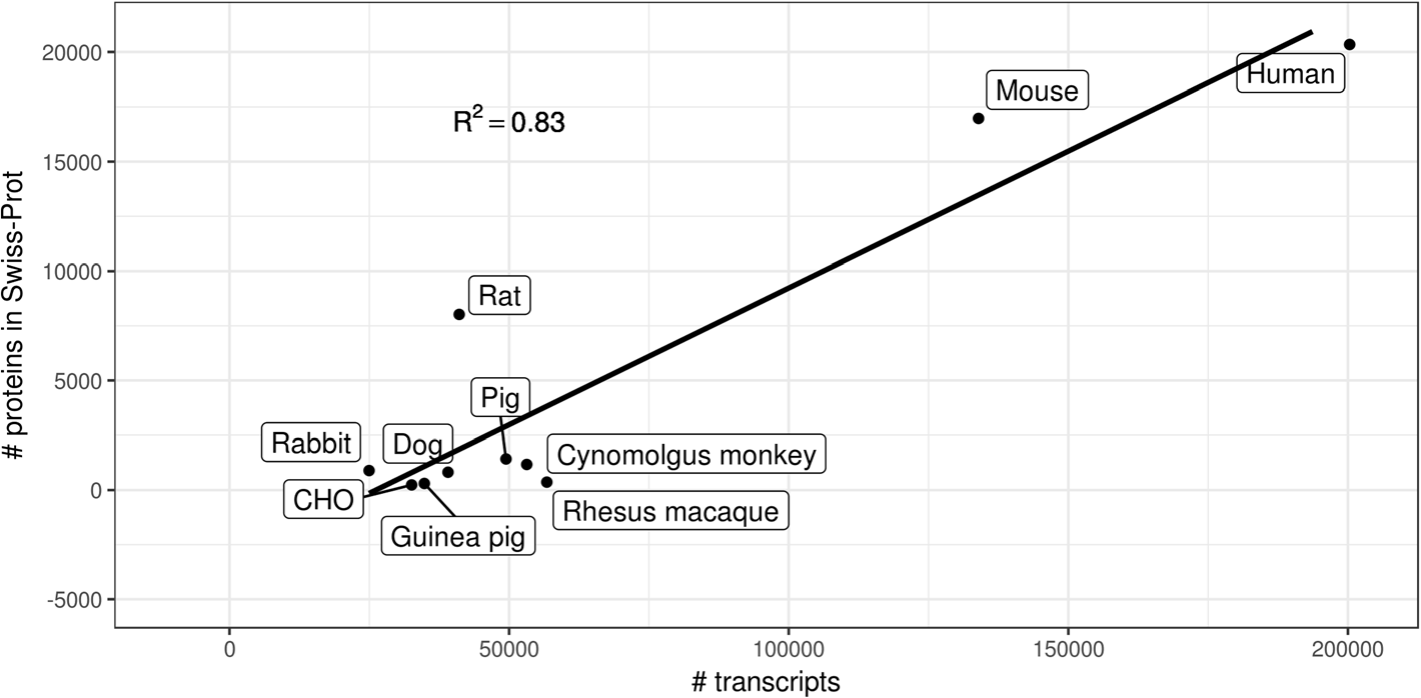
Comparison of the number of transcripts annotated in Ensembl and the number of protein sequences in Swiss-Prot (accessed on: 26/04/2018) in species that are relevant for pharmaceutical research. CHO: Chinese Hamster Ovary cells

Even though the sequence information provided in the databases named above are generated with a combination of elaborate automated pipelines and manual curation, the sequences may still be incomplete or contain errors. The NCBI automated genome annotation pipeline, for example, aligns known transcripts, proteins (including ones from other species if available) and existing RNA-Seq reads to the corresponding reference genome and integrates this information into their gene prediction models [4]. Well-studied species like human will therefore have a more reliable genome annotation due to the larger amount of available data.

We want to build upon the principle of the automated annotation pipelines and exploit orthology relationships and RNA-Seq data to refine the sequence of a target protein with presumably poor or incomplete sequence information. The a&o-tool performs de novo transcriptome assembly from RNA-Seq data of the species of interest and uses a known bait sequence from a closely related species to identify the best matching contig for a given target protein. The best matching contig is then searched for open reading frames and translated into an amino acid sequence. To assess the quality of the resulting protein sequence we perform a multiple sequence alignment and compute statistics based on pairwise alignments.

There are already tools making use of transcriptome assemblies, however, they are not focusing on the sequence of a specific target but on the prediction of the exon-intron-structure. One example is Scipio [5] which aligns a query protein to a genome sequence to determine the gene’s structure including intron-exon boundaries and splice sites. Another tool, MIKADO [6], integrates several transcriptome assemblies to improve transcript models. While the main emphasis of these tools is on the overall gene structure annotation, the a&o-tool is designed and optimised to provide target-centric coding sequence information by making use of well-annotated orthologous sequences.

The paper is structured as follows: We first present an estimate on how many sequences might benefit from our refinement approach in five pharmaceutical model species. Next, we validate the general idea of refining poorly annotated protein sequences by aligning the known protein sequences from human to de novo assemblies from three tissue-specific transcriptomes (brain, liver and kidney) of these species. For this purpose, we use the 20,350 manually reviewed human protein sequences in UniProtKB/Swiss-Prot (hereafter referred to as “known human protein sequences”) as reference sequences. The Swiss-Prot subset of the UniProtKB/Swiss-Prot database [2] is probably the most comprehensive resource for curated protein sequences. The number of human entries in this database has been quite stable for almost a decade indicating that most human proteins are known. We generalise the approach used during validation of the general idea with an automated sequence refinement workflow implemented in the a&o-tool and show an example application. For our analyses we used both publicly available data (mouse, rat, dog, pig and human) as well as newly generated paired-end RNA-Seq data (cynomolgus monkey).

## Methods

### Data description

We used paired-end RNA-Seq raw read data from two publicly available and one in-house data sets (see Table 1). Fushan et al. [7] have published data for mouse, rat, dog and pig amongst several other mammalian species. For their study they sequenced samples from brain, kidney and liver. Human RNA-Seq data were retrieved from the Human Protein Atlas [8, 9]. The in-house data from cynomolgus monkey are described below. A list of all samples can be found in Additional file 1. Details on sample preparation and sequencing of the two publicly available data sets are described in the original publications. Curated protein sequences from UniProtKB/Swiss-Prot for human, mouse, rat, dog, pig and cynomolgus monkey were downloaded on June 9th, 2018.

**Table 1:** RNA-Seq data sets used for the analyses

Species	Data source	RNA-Seq Details
Human	Uhlén et al. [8, 9]	17 ×10^6^ reads per sample
Mouse, rat, dog, pig	Fushan et al. [7]	15 ×10^6^ reads per sample
Cynomolgus monkey	this study	RIN median 8.7, 2x85bp on HiSeq3000, ca. 55 ×10^6^ reads per sample

### RNA-Seq of cynomolgus monkeys

RNA has been isolated from brain, kidney and liver tissue samples of two approximately ten years old female cynomolgus monkeys (*Macaca fascicularis*). Treatment of the animals followed the German Law on the Protection of Animals and was performed with permission of the regional authorities. Per animal and tissue three samples were collected. 

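The deposited expression table covered 18 libraries, 1 for each of 3 tissue samples of cerebral cortex, kidney cortex and liver of the 2 animals. Cerebral cortex and kidney cortex are called brain and kidney here, the animals A1 and A2, and a sample by its tissue, animal and number, such as liver A2-1. According to the paper's methods, RNA from 5 mg of tissue per sample was used at 200 ng per library with a stranded mRNA kit and read from both ends over 85 bp per read, after the tissue had been homogenised 2 times for 15 s and 7 libraries had been pooled. The sample labels differ in several of these points. They name a TruSeq RNA kit without the word stranded and kits for reads from one end, and they give 8 libraries per pool. Their 30 s of homogenisation in another device equal the paper's total time. The authors aligned the reads with STAR to the Ensembl version 92 genome of the cynomolgus monkey and deposited 1 value per Ensembl gene and library as RPKM, reads on the gene divided by the gene's length and by the reads of the library. The table's name says that the values rest on unique reads. Whether they come from Cufflinks or from the featureCounts read counts is not stated in the paper's text. The table listed 29324 genes without a filter on low values, and 7294 of them were at 0 in all 18 samples. From the RPKM values as deposited, log2(RPKM + 1) was taken here for the 15275 genes with at least 1 RPKM in at least 3 samples. Fold changes on this scale understate the change of genes with low values. An RPKM table gives no read totals of single libraries, for which the paper's text gives an overall depth only. No pair of columns was a copy of another, since at most 19.2% of the values of any pair were identical over the genes above 0 in at least 1 sample. The Ensembl identifiers could not be paired with gene symbols, because 0 of the 29324 identifiers matched the table of gene names at hand. The 3 samples of a tissue from one animal are repeated samples of that animal, so that comparisons between tissues have 2 animals as independent units.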

The cynomolgus monkeys were held in an AAALAC-accredited facility, group-housed (males and females) in stainless steel cages with free access to an outside “open-air” enclosure and were fed a standard primate diet with additional fresh fruit and had access to water ad libitum. For environmental enrichment the animals had access to toys, wooden bricks, puzzle feeder and a swimming pool. The animals were anesthetized with ketamine (10 mg/kg b.w.) and midazolam (0.1 mg/kg b.w.) and subsequently euthanized by intravenous injection of pentobarbital (100 mg/kg b.w.). Tissues were harvested and transferred immediately to RNA Later at 4 °C.

For each tissue sample, total RNA was extracted using the Ambion Magmax™-96 total RNA isolation kit (Life Sciences). Accordingly, 5 mg of tissue was preserved in lysis solution and subsequently homogenized 15 s in PeqLabs (now VWR) Precyllys, twice. Nucleic acids were then captured using magnetic beads, washed and incubated with DNase. Finally, total RNA was eluted in 50 μl elution buffer and checked and quantified with the Fragment Analyzer from AATI (now Agilent) using the total RNA Standard Sensitivity protocol.

The sequencing library preparation has been done using 200 ng of total RNA input with the TruSeq® Stranded mRNA LT - Set B (RS-122-2102, Illumina Inc., San Diego, CA) producing on average 275 bp fragments including adapters. We generated seven libraries and pooled them after normalization using the adapter indices supplied by the manufacturer. We clustered the pooled libraries on the cBot Instrument from Illumina using the HiSeq® 3000/4000 PE Cluster Kit - cBot - PE-410-1001 Illumina Inc., San Diego, CA. Finally, paired-end sequencing was performed as 2x85bp with a seven bases index read on an Illumina HiSeq3000 instrument pooling two Kits of FC-410-1001, HiSeq® 3000/4000 SBS Kit (50 cycles) Illumina Inc., San Diego, CA.

### RNA-Seq data mapping, counting and normalisation

FastQC v0.11.2 [10] was used to investigate the quality of sequenced reads. We used STAR v2.5.2a11 [11] to align the RNA-Seq reads to the respective species’ reference genome (Ensembl version 92). Duplication rates in the samples were determined with bamUtil v1.0.11 [12] and assessed with the dupRadar v1.4 Bioconductor R package [13]. We used Cufflinks software version 2.2.114 to quantify gene expression as Fragments Per Kilobase of transcript per Million mapped reads (FPKM). Furthermore, we used featureCounts [14] to obtain read counts. We used MultiQC [15] v1.3 to summarise the quality metrics generated during the analyses. A detailed description of the analysis pipeline is given in [16]. All data sets listed in Table 1 were processed in single batches from independent experiments. We investigated potential confounding factors by principal component analysis (PCA). However, we did not observe any confounding effects in the major components of the PCA. 

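For the cynomolgus monkey data set, the PCA was computed on the log2(RPKM + 1) values of the 15275 genes, centred per gene and not scaled. The transformation behind the paper's PCA is not named in its text. The first 4 components held 61.8%, 28.6%, 5.54% and 1.20% of the total variance. Besides the tissue, the labels give the animal and a sample number from 1 to 3 for each of the 18 samples, and both animals were females of about 10 years. Of the total variance, 87.6% lay between tissues, 4.53% between the 2 animals within tissues and 7.87% between samples of the same animal and tissue. The share between animals was the largest among all 1000 ways of splitting the 6 samples of each tissue into 3 and 3 (exact permutation test, one-sided, p = 0.001, the smallest p these splits can give). This test compares these 2 animals and not a population. Scaling every gene to unit variance moved this share most, to 7.99%. Without liver A2-1, 95.5% of the total variance lay between tissues and 2.77% between animals within tissues. The share between samples of the same animal and tissue then fell below the share between animals, so that most of the 7.87% came with this sample. With all 18 samples, 0.664% of the variance on the first component lay between animals within tissues, and on the second component it was 1.61%. On the fourth component, 92.7% lay between animals within tissues and 0.00163% between tissues. Among the first 6 components the shares between animals had one-sided exact permutation p-values from 0.001 to 0.044, and from 0.004 to 0.044 after Benjamini-Hochberg adjustment over the 6 components. Most of the share on the first component and on the second came with liver A2-1, without which they were 0.0219% (p = 0.024) and 0.0738% (p = 0.075) in the same exact permutation test. The third component was set mainly by one sample, with 8.01% of its variance between tissues and 24.2% between animals within tissues. Its score was 141 for liver A2-1 and lay between -17.4 and -5.996 for the other 5 liver samples, and liver A2-1 made up 92.9% of the variance on this component.
At the level of single genes, limma's moderated test over all 18 samples (6 group means, an intensity trend and Benjamini-Hochberg adjustment) found 215 genes in brain, 258 in kidney and 633 in liver that differed between the animals with an adjusted p below 0.05 and an absolute log2 fold change of at least 1. Of these, 104 in brain and 305 in liver were higher in A2, and 142 in kidney were higher in A1. In liver the direction that most genes took depended on the processing, since 1102 of 1587 genes were higher in A2 with a pseudocount of 0.1 and 318 of 859 with median-of-ratios factors. Over all 15275 genes, the 3 samples of one animal all lay above the 3 of the other for 37.9% of genes in brain, 36.01% in kidney and 35.95% in liver, where chance gives 10% for a single gene and genes are not independent. Without liver A2-1, 267, 397 and 469 genes passed in brain, kidney and liver. Traces of the highest genes of liver A2-1, described under the other observations, can count as differences between the animals. The highest of these genes had 49.4, 35.6 and 61.7 RPKM in the A1 kidney samples and 0.081, 18 and 0.096 in those of A2. It had 41.7 and 49.6 RPKM in liver A2-2 and liver A2-3. No count was made without these genes.

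**Figure D1:**
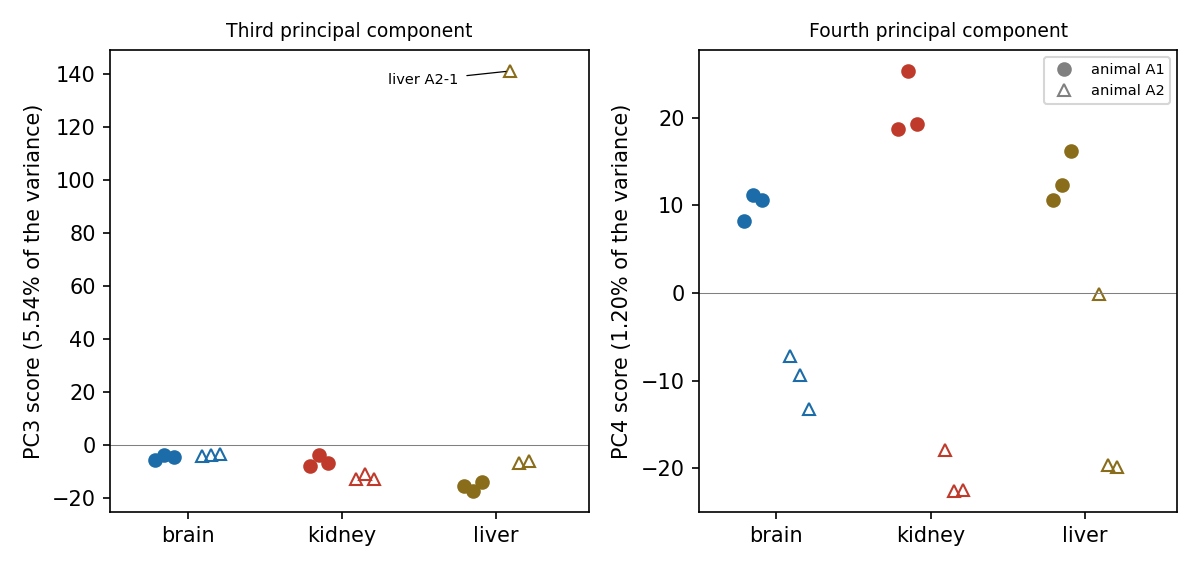
Scores of the 18 samples on the third principal component and the fourth principal component (y axes, arbitrary units of log2 RPKM) by tissue (x axis), with filled circles for animal A1 and open triangles for animal A2. Liver A2-1 stands alone at 141 on the third component, and the fourth component holds each tissue's A1 samples above its A2 samples.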

In all experiments, there is a strong clustering by tissue origin (see Additional file 2: Figures S1–S6) in the first principal component.

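In the cynomolgus monkey data set, the scores on the first principal component were -156 ± 2.35 for brain, 42.3 ± 1.60 for kidney and 113 ± 34.6 for liver (mean ± SD, n = 6 samples of 2 animals each). Of the variance on this component, 97.5% lay between tissues. A permutation test with 100000 resamples of the tissue labels gave p = 1e-05 (one-sided), the smallest p that this number of resamples can give. Samples of one animal are not independent. The 6 means per animal and tissue were tested on the total variance over all genes and not on the first component. The real pairing had the largest share of it between tissues among all 15 pairings (exact permutation test, one-sided, p = 0.0667, the smallest p that 2 animals allow). The 500 most variable genes moved the share on the first component most, to 93.3%. Brain was separated from all other samples by a distance much larger than the spread within the tissue. The large SD in liver came from one sample. Liver A2-1 had a score of 43.0, inside the range of the kidney samples from 39.3 to 43.7, while the other 5 liver samples lay between 121 and 130 (127 ± 3.73, SD, n = 5). Without liver A2-1, 99.96% of the variance on the first component lay between tissues. The second component, which held kidney at 105 ± 2.66 and brain at -31.45 ± 1.54, again placed liver A2-1 apart, at -2.64 against -93.2 to -78.7 for the other liver samples.
Across the 15275 genes, which are not independent replicates, Pearson's correlation between 2 samples of the same tissue and animal had a median of 0.991, and between samples of the same tissue from different animals a median of 0.975, liver A2-1 left aside. Liver A2-1 had a median correlation of 0.657 with the other liver samples, 0.768 with the kidney samples and 0.516 with the brain samples. The same correlation was 0.713 at the median between kidney and the other liver samples.
Genes that differ between tissues were counted with limma on the 6 means per animal and tissue (adjusted p below 0.05 and an absolute log2 fold change of at least 1, n = 2 animals). Between brain and liver 8338 of the 15275 genes passed, of which 6673 were higher in brain. Between brain and kidney 6542 genes passed, of which 3318 were higher in brain, and between kidney and liver 6783 passed, of which 6154 were higher in kidney. These directions depend on the scale of the values. Over all genes, the median log2 difference of kidney over liver was 0.86 in the deposited values and 0.01 after scaling by median-of-ratios factors. After that scaling 2726 genes passed between kidney and liver, of which 1420 were higher in kidney, and 7104 passed between brain and liver, of which 3935 were higher in brain. With quantile-normalized values, fewer than 50% of the genes were higher in brain in both of its comparisons, 3487 of 7049 against liver and 3125 of 6365 against kidney. With all 18 samples as units, 8461, 6727 and 6937 genes passed for the same 3 comparisons. With animal and sample number as a replicate block in that fit, 8460, 6713 and 6938 passed. Samples of different tissues with the same animal and number deviated from their tissue means with a mean correlation across genes of 0.0956, against 0.0495 for the same animal with another number and -0.0646 for different animals.
From the PCA of each data set, the paper states that samples cluster by tissue of origin on the first component.

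**Figure D2:**
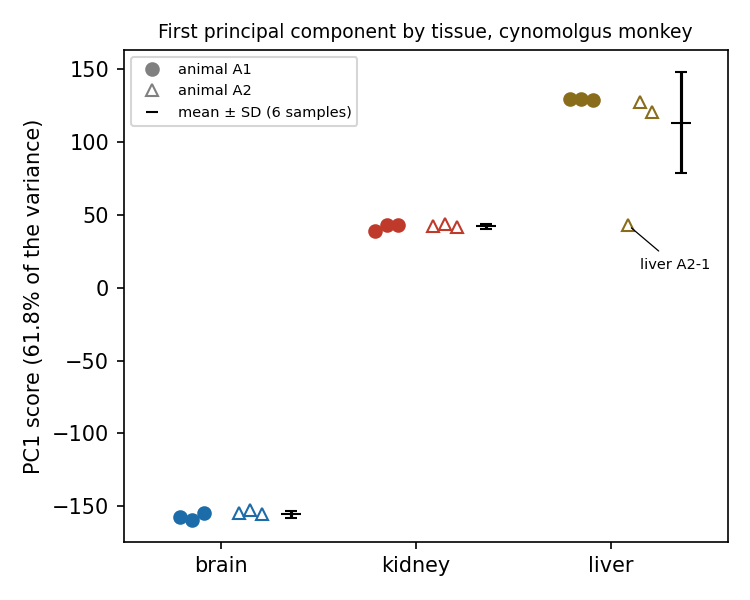
Score of each of the 18 samples on the first principal component (y axis, arbitrary units of log2 RPKM) by tissue (x axis). Filled circles are animal A1, open triangles animal A2, and the bars give the mean ± SD of 6 samples. Brain lies near -156 and kidney near 42.3, and liver A2-1 lies at 43.0, below the other 5 liver samples.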

### Proportion of genes to be improved

To estimate the number of incomplete sequences we used the biomaRt package [17, 18] (version 2.32.1) with Ensembl version 92 to query information on human genes having an orthologous gene in either of the five other species (mouse, rat, dog, pig and cynomolgus monkey). In particular, we fetched the sequence identities based on amino acid alignments, i.e. the percentage of orthologous sequence matching the human sequence (target identity) and the percentage of human sequence matching the orthologous sequence (query identity). By subtracting the query identity from the target identity, we obtained a difference in sequence identity which we used to detect non-human genes that are shorter or longer than their human orthologue. The rationale behind this approach is that if, for example, 98% of the orthologous sequence matches the human sequence in a protein alignment (referred to as target identity in Ensembl) but only 80% of the human sequence matches the orthologous sequence (referred to as query identity in Ensembl), the orthologous protein sequence might be incomplete because of a missing fragment. Vice versa, if the query identity is significantly higher than the target identity the orthologous protein sequence might be too long because e.g. the correct stop or splice site is missing.

We computed the mean and standard deviation of these differences for each species and marked genes as potentially not perfectly annotated if their absolute difference in sequence identity was greater than the species’ mean + 2 times standard deviation. We chose this conservative threshold based on the distribution of the differences in sequence identities (see Additional file 2: Figures S7–S11) to obtain the set of proteins with the most significant deviation. To ensure that the high difference in sequence identity reflects poor annotation instead of an evolutionary divergence, we have further analysed only those genes when their sequence appears to be well conserved across the other four species. This was done by filtering for genes that have a high difference in sequence identity in only one species but not the others.

### De novo transcriptome assemblies

We computed tissue-specific de novo transcriptome assemblies with BinPacker [19] (version v1.0) and rnaSPAdes which is part of the SPAdes package [20] (version 3.11.1) using default parameters.

A comparison of the two assemblers based on TransRate [21] metrics shows that SPAdes suffers from a large proportion of short (< 200 bp) contigs. Furthermore, BinPacker lead to a slightly higher coverage of the known human sequence in our validation (see Additional file 2: Figures S13–S18). Due to these observations we decided to use BinPacker for our analyses and in the automated pipeline.

### Evaluation of detection rates in human and related species from RNA-Seq assemblies

To assess whether RNA sequencing data can reliably improve sequence information, we used assemblies from human RNA-Seq data and compared them to the canonical isoforms of all known human proteins according to UniProtKB/Swiss-Prot. We think that this is a reasonable approach since the canonical sequence for a given human protein as reported by UniProtKB/Swiss-Prot corresponds to the most frequent or most conserved protein isoform in orthologous species. To identify the best contig for a given human protein target we performed a reciprocal best BLAST search: First, we aligned each known human sequence to all assembly contigs (using tblastn, NCBI BLAST+ [22] version 2.7.1), to determine the best matching contig. Then we aligned the best hits back to all known human sequences (using blastx, NCBI BLAST+ version 2.7.1). Based on these results we calculated the rate of known human proteins for which we received the correct human protein as best hit in the backward blastx search.

Gene expression levels of proteins which were found as best reciprocal hit (RBH) and those that were not (non-RBH), were compared to investigate whether the non-RBH proteins were lowly expressed. Human UniProt accession numbers were mapped to human Ensembl gene identifiers via the biomaRt R package using Ensembl (version 92). biomaRt was also used to retrieve orthologous Ensembl gene identifiers.

Furthermore, we investigated the sequence identity reported by BLAST and the percentage of the human protein sequence covered by the alignment. The coverage was computed from the alignment start and end positions in the human protein and the protein’s length.

The reciprocal best BLAST procedure described above was also applied to mouse, rat, dog, pig and cynomolgus monkey. The database for the initial tblastn search was constructed from the assembly of the respective species and known human protein sequences were aligned to it. The best hits were then aligned back to the database of all known human protein sequences using blastx.

### Generalised refinement pipeline

The reciprocal best hit BLAST search described in the previous section is restricted to use cases where a well curated reference set of protein sequences is available and the target sequence in the assembly is complete and highly similar to the bait sequence.

For processing an arbitrary target-bait sequence pair (e.g. using a non-human bait sequence), we provide a generalised and automated workflow, the a&o-tool (see Fig. 2).

**Fig. 2:**
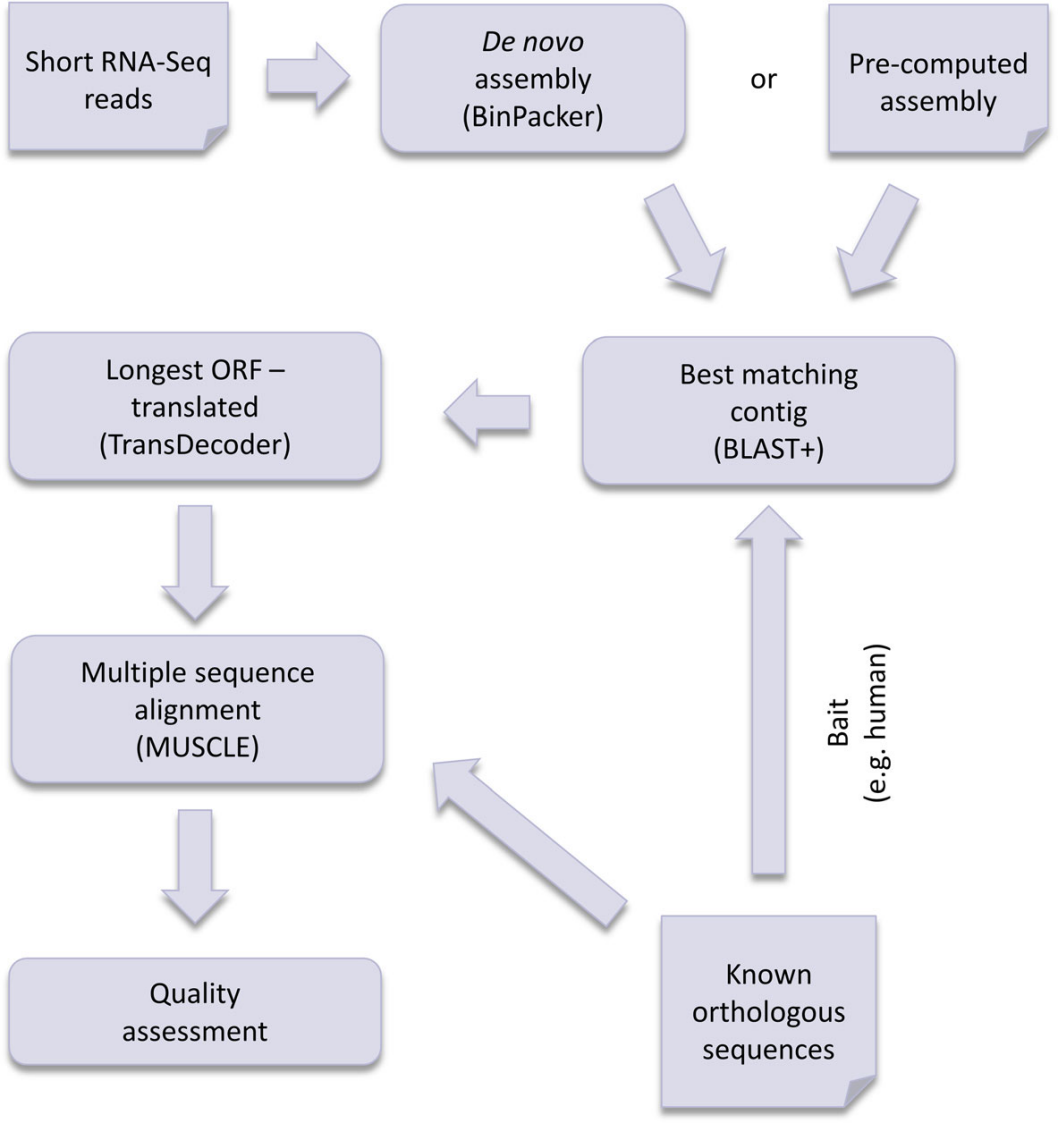
Schematic overview of the Nextflow sequence refinement pipeline, the a&o-tool. All required input, i.e. RNA-Seq data or pre-computed assembly, orthologous protein sequences in FASTA format and the name of the bait species are passed via a JSON file

This workflow relies on two inputs: Good quality, paired-end raw read data (or a high-quality transcriptome assembly) from an RNA-Seq experiment in which the target protein transcript is expressed at reasonable levels and the orthologous sequence (bait).

We begin with constructing a de novo transcriptome assembly from paired-end RNA-Seq reads applying BinPacker (version v1.0) with the programme’s default parameters. Since the assembly process is computationally intense, we recommend pre-computing the assembly for repeated querying of the same RNA-Seq data set. The assembly can be passed to the pipeline via the configuration file.

The orthologous protein sequence is then aligned to the transcriptome assembly using tblastn (NCBI BLAST+ [22] version 2.7.1). To determine which assembled contiguous sequences (contigs) match the orthologous sequence best, we sort the BLAST result by bitscore and e-value. Based on this we choose the *n* best matching contigs and fetch their cDNA sequences from the assembled transcriptome.

Applying TransDecoder [23], these cDNA sequences are searched for open reading frames (ORFs) and translated into amino acid sequences. For each of the *n* contigs we select the longest ORF as its protein representation. The resulting protein sequence is validated in two different ways. A multiple sequence alignment (MSA) of the predicted sequence(s) and orthologous proteins allows for visual assessment of refinement success. The MSA is generated using MUSCLE [24]. The annotated target sequence can also be provided with the input set of orthologous sequences for a comparison with the refined bait and all other homologous sequences.

The refinement is quantified by the difference of pairwise sequence identities of the existing target vs. bait sequence and refined target vs. bait sequence. In case there is no annotated sequence we compute the difference in percentage of predicted sequence covered by the alignment to the orthologous bait and the percentage of the bait sequence covered.

To automate the workflow described above it was implemented in Nextflow [25]. The input for the pipeline script is a configuration file in JSON format. The user can either pass the path to a pre-computed assembly or the path to raw read data from paired-end experiments. Furthermore, a file with the orthologous bait sequence and other sequences to be included in the multiple sequence alignment have to be provided in FASTA format. Apart from BinPacker, BLAST+ and MUSCLE, the Nextflow script contains bash and Python code. The required software is provided via a Docker [26] container and the pipeline as well as example data are available on GitHub (https://github.com/Julia-F-S/a-o-tool).

## Results

### Proportion of genes to be improved

Across the five investigated species the number of affected genes ranged from 474 in dog (3% of all dog genes reported as one-to-one orthologues to human) to 259 in mouse, i.e. 1.5% of all mouse genes reported as one-to-one orthologues to human (see Additional file 2: Figure S12).

### De novo transcriptome assemblies

We assembled 18 tissue-specific transcriptomes (six species times three tissues brain, liver and kidney) with the de novo assembler BinPacker. A quantitative summary of the assembled transcriptomes was generated by TransRate (see Table 2 for human and Additional file 3 for the other species). For the human tissue-specific assemblies the mean contig length is 1369 bases (mean across assemblies from the three tissues). Furthermore, 29.2% of the contigs (again mean across all three tissues) contain an open reading frame (ORF). In contigs with an ORF, the mean percentage of the contig being covered by the ORF is 43.1%.

**Table 2:** Quantitative metrics for the human tissue-specific assemblies computed by TransRate

	brain	liver	kidney
# contigs	165,810	88,083	128,530
max. Contig length [bp]	30,531	27,458	23,822
mean contig length [bp]	1367.92	1383.32	1355.58
# contigs with ORF	42,581	29,226	37,009
coverage of contigs with ORF [%]	39.8	45.9	43.6

The number of contigs, the number of base pairs in the longest contig, the mean contig length and the number of ambiguous bases (# N bases) provide information on the basic characteristics of the assembly. The number of contigs containing an open reading frame (# contigs with ORF) and the mean percentage of the contig being covered by the ORF (coverage of contigs with ORF [%]) help to assess the protein-coding potential of the assembled contigs

### Evaluation of detection rates of human and orthologous coding sequences from RNA-Seq assemblies

To assess whether RNA sequencing data can be reliably used to improve sequence information, we followed a reciprocal best hit (RBH) BLAST approach. When searching for all known human protein sequences in the tissue specific assemblies of human RNA-Seq data, we were able to obtain a reciprocal best BLAST hit for 63.6% of all known proteins (mean across tissues; see Fig. 3). One should note that the initial tblastn search revealed significant alignments (e-value <1e^− 4^) for 18,906 of all 20,350 human proteins (93%). However, a large proportion of the corresponding contigs did not report the query protein sequence as the significant top hit of the reverse blastx search. Interestingly, the observed per tissue detection rate of 64% is relatively close to the proportion of protein coding genes that we could robustly detect by the RNA-Seq method: For example, in the human expression data we observed on average 14,265 genes with an FPKM greater or equal to 1, a lower threshold for genes considered as expressed [9]. In relation to the 20,350 human proteins in UniProtKB/Swiss-Prot this corresponds to 70% expressed protein coding genes.

**Fig. 3:**
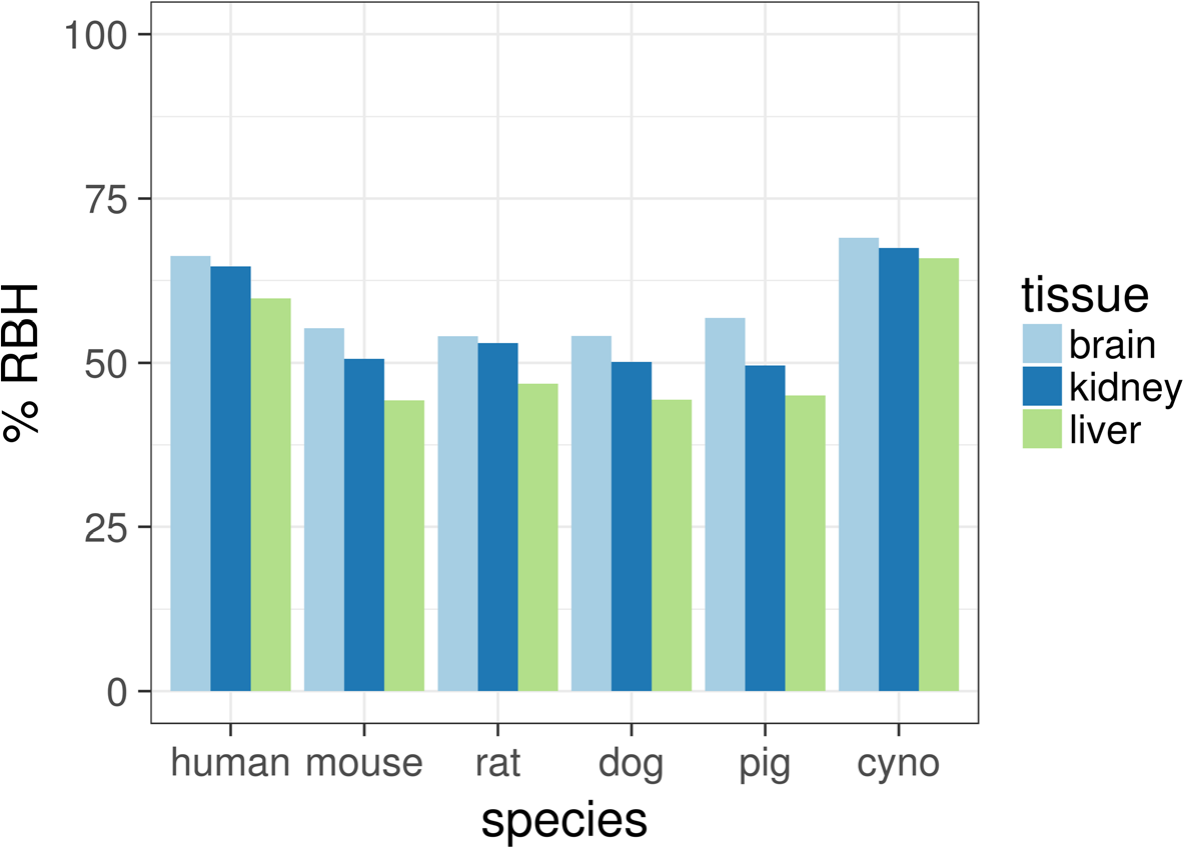
Proportion of human proteins with a reciprocal best hit in the respective assembly. The percentage on the y-axis refers to all 20,350 human proteins. Each bar represents the result from the search with the assembled transcriptome in the respective species and tissue

Performing a reciprocal BLAST search of the assembled transcriptomes from mouse, rat, dog and pig with the known human protein sequences lead to about 50% RBHs, i.e. fewer than a reciprocal search with the human transcriptome assembly and human proteins. Compared to the combination of human assembly and human transcriptome, using the cynomolgus monkey assemblies and human proteins resulted in a slightly higher hit rate (mean increase of 3.9% across tissues).

Comparing the results between tissues, we observed a consistent pattern across all species: The percentage of RBHs in brain assemblies was highest, in kidney assemblies it dropped by 1.6% and in liver assemblies there was a decrease of 6.5% in comparison to assemblies from brain data (see Fig. 3).

We also looked at the intersection of RBH proteins across the three tissues for each species to determine whether there are tissue-specific RBHs (see Fig. 4). While for all six species the majority of proteins is detected in all three tissues (from 7232 in pig to 10,741 in cynomolgus monkey), there is also a significant number of tissue-specific RBHs. Across all species the most tissue-specific hits are found in assemblies from brain RNA-Seq reads (> 1200), followed by those from kidney (> 500) and liver (> 400). In human, the union set of all RBHs covers 77.7% of all known human proteins, the RBHs in mouse, rat, dog and pig correspond to 65% of the known human proteins (mean across species) and the union of all RBHs in cynomolgus covers 80.5% of all human proteins.

**Fig. 4:**
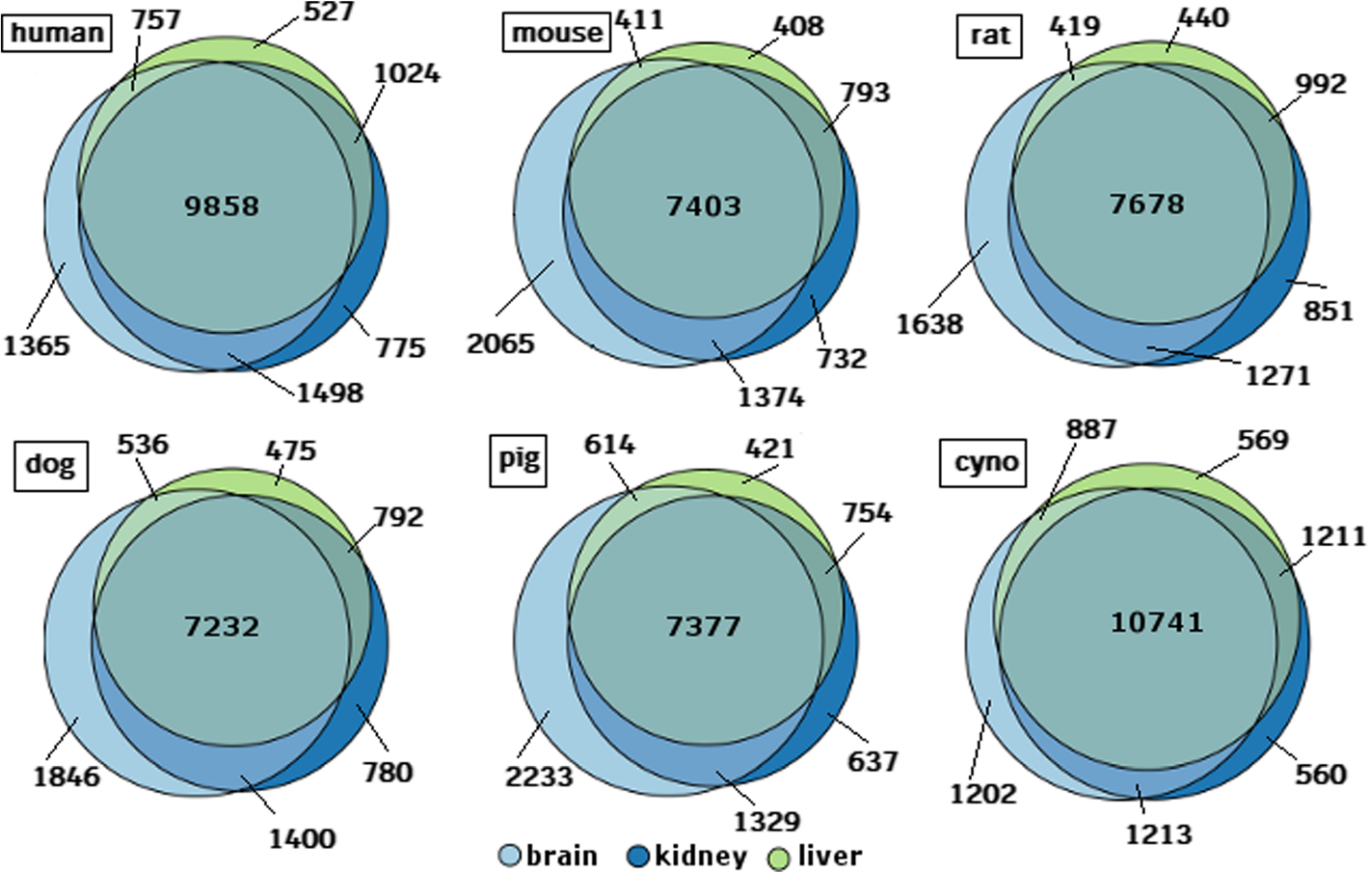
Area-proportional Venn diagram [30] of the tissue-specific sets of human proteins having an RBH in human, mouse, rat, dog, pig and cynomolgus monkey (cyno) assemblies. Colours represent different tissues

To assess the quality of the reciprocal best hits in more detail, we computed the percentage of the human sequence which was covered by the alignment with the best hit contig as well as the sequence identity. In general, HSPs yielded good coverage across all species (see empirical cumulative coverage distributions in Additional file 2: Figures S13–S18). In human more than 90% of all HSPs showed coverage greater than 50% of the known human protein and almost 60% of all HSPs covered more than 95% of the respective known human protein. For the alignments of non-human assemblies and human sequences these numbers do not deviate significantly.

The cumulative density of sequence identity of the HSPs indicates that overall the resulting HSPs are highly identical to the part of the human protein which is covered by the alignment (see Additional file 2: Figures S19–S24). In human, more than 96% of HSPs have a sequence identity greater than 90%. In the two rodent species about 50% of all HSPs show more than 90% sequence identity while in dog and pig roughly 60% are more than 90% identical to the corresponding human protein. The cynomolgus monkey sequences are more similar to human, as more than 90% of the HSPs assembled sequences are more than 90% identical to the human sequence.

We hypothesised that proteins which are not found as an RBH are lowly or not at all expressed and thus are not present in the assembled transcriptome. This was confirmed by comparing the distribution of expression levels in the group of proteins found as reciprocal best hits and proteins not being an RBH (Wilcoxon rank sum test: *p*-value <2e-16 for all tissues; see Fig. 5 for human and Additional file 2: Figures S25–S30 for other species). One should note that in the group of proteins not having an RBH, we also found a few highly expressed genes. This is due to the fact that some genes encode multiple structurally unrelated proteins which are assigned to different UniProt accession numbers. For example, the human GNAS complex locus (with Ensembl accession ID ENSG00000087460) is highly expressed in kidney (median FPKM > 330). In UniProtKB/Swiss-Prot this gene is represented by the accession numbers Q5JWF2, P84996, O95467 and P63092. For the first three accession numbers we found an RBH in the assembled kidney transcriptome while for P63092 we did not.

**Fig. 5:**
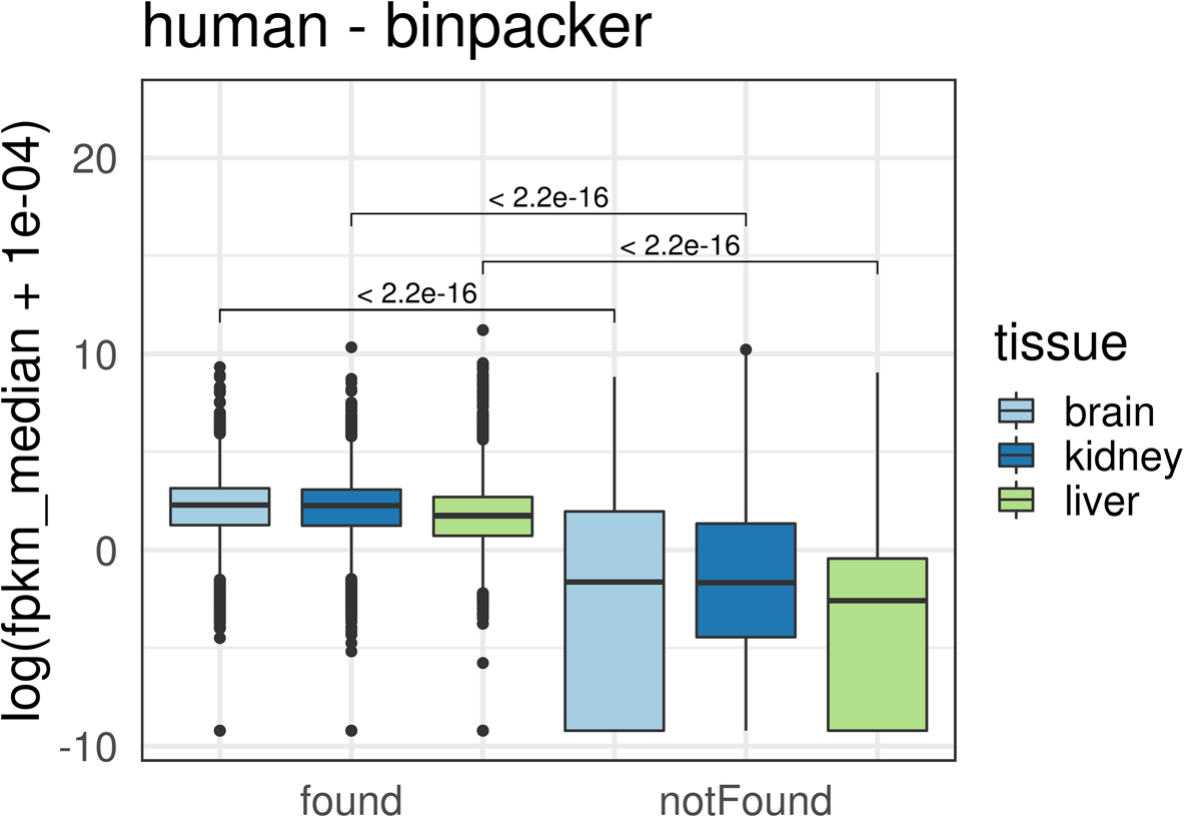
Expression levels between proteins with a reciprocal best BLAST hit (found) and those without (notFound). Tissue-specific pairwise significance has been determined with a Wilcoxon rank sum test

To get an idea of how appropriate it is to use human sequences as bait when searching non-human transcriptomes, we looked at the intersections between the RBHs in all investigated species and found that the majority of all proteins were consistently found as RBH in all six species (see Fig. 6). The second largest set consists of proteins having an RBH only in human and cynomolgus monkey*.* Interestingly, the third largest set are RBHs exclusively found in cynomolgus monkey*.*

**Fig. 6:**
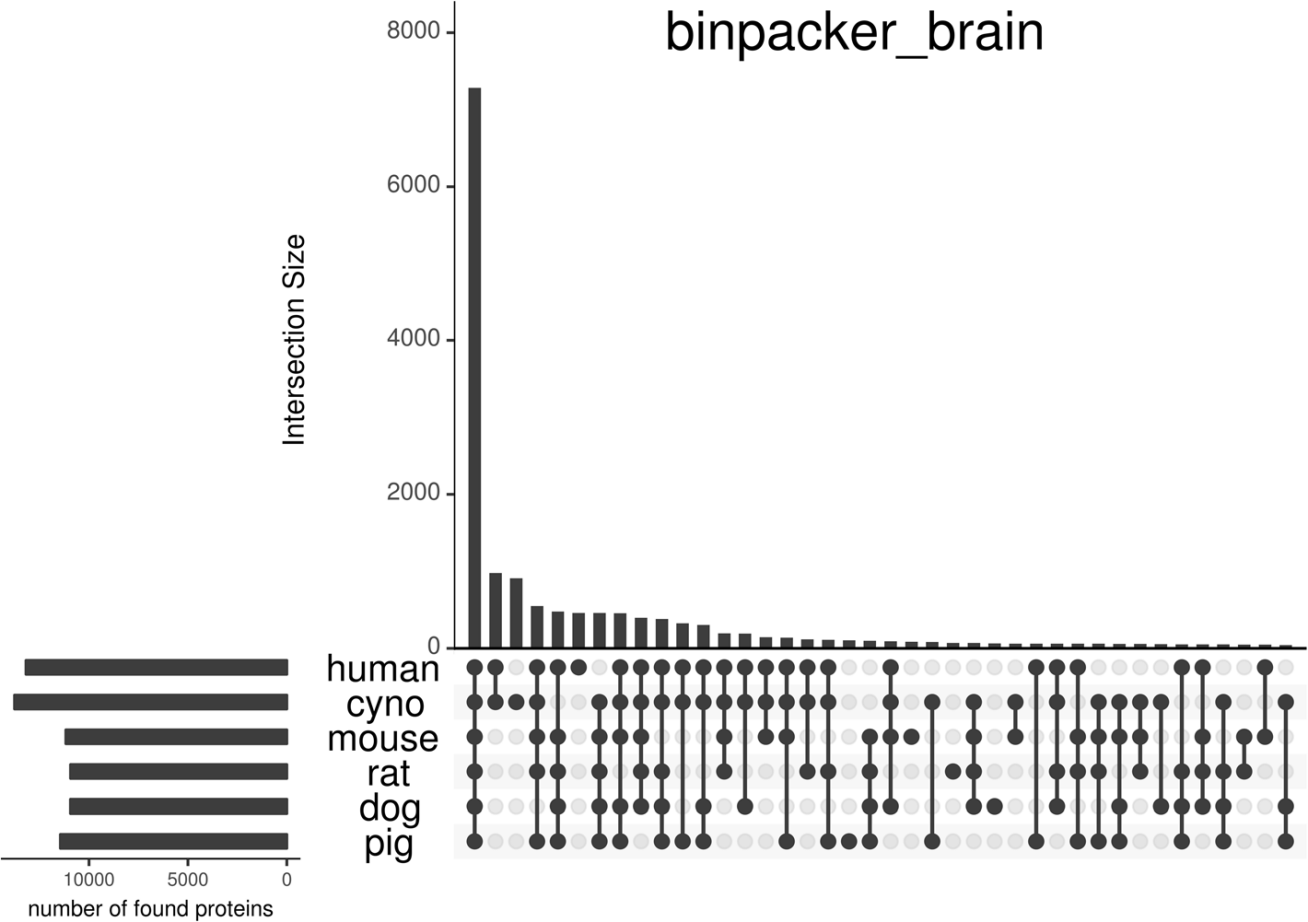
An UpSet [31] plot showing the number of proteins having a reciprocal best hit in each species and the intersections of these sets based on assemblies from brain data. Filled and connected dots indicate the intersection between the respective species’ sets

In summary, the results of the reciprocal best hit BLAST analysis showed that the majority of known proteins are well-conserved across the investigated species and that the known human sequence can be used as a bait to robustly detect the corresponding orthologous cDNA sequence if the corresponding coding gene is expressed.

### Application of the generalised refinement pipeline

To generalise the idea described in the previous section, we have implemented a fully automated, target-centric sequence refinement pipeline (see Fig. 2), called a&o-tool, in Nextflow [25]. As an example, we applied the a&o-tool to refine the pig sequence of the human protein DnaJ homolog subfamily C member 11 (DJC11_HUMAN, UniProt Accession Q9NVH1). The protein sequence is well conserved across human, mouse, rat and dog (> 94% protein sequence identity). However, the annotated orthologous pig sequence in Ensembl version 88 (ID ENSSSCP00000003669.2) lacked a stretch of 169 amino acids at the N-terminus of the protein. The a&o-tool was able to generate a full-length protein sequence which almost perfectly matches the human sequence and was confirmed by the updated sequence ENSSSCP00000003669.3 released with Ensembl version 90 (see Fig. 7).

**Fig. 7:**
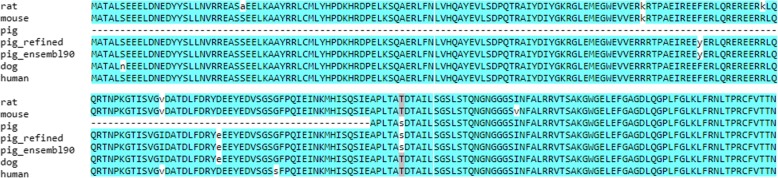
Multiple sequence alignment of the human protein DnaJ homolog subfamily C member 11 and its orthologues in rat, mouse, pig and dog (Ensembl 88). The refined sequence (pig_refined) and the pig sequence released with Ensembl 90 (pig_ensembl90) are also included in the alignment

To assess the performance of the a&o-tool on a larger scale we have also applied it to refine the sequence of the pig proteins which were identified as presumably poorly annotated (see Additional file 2: Figure S12) using human bait sequences. The a&o-tool generated results for 220 of the 293 proteins, the others either did not have an initial BLAST hit or no ORF was found in the respective contig. These 220 proteins were then filtered for those having a reciprocal best BLAST hit and for which neither the query identity nor the target identity varies by more than 3% between Ensembl annotation and the alignment with the Swiss-Prot sequence. The a&o-tool was able to achieve a mean decrease of 19.5% in absolute difference in sequence identity in 98 of these 131 (74.8%) filtered proteins (see Fig. 8).

**Fig. 8:**
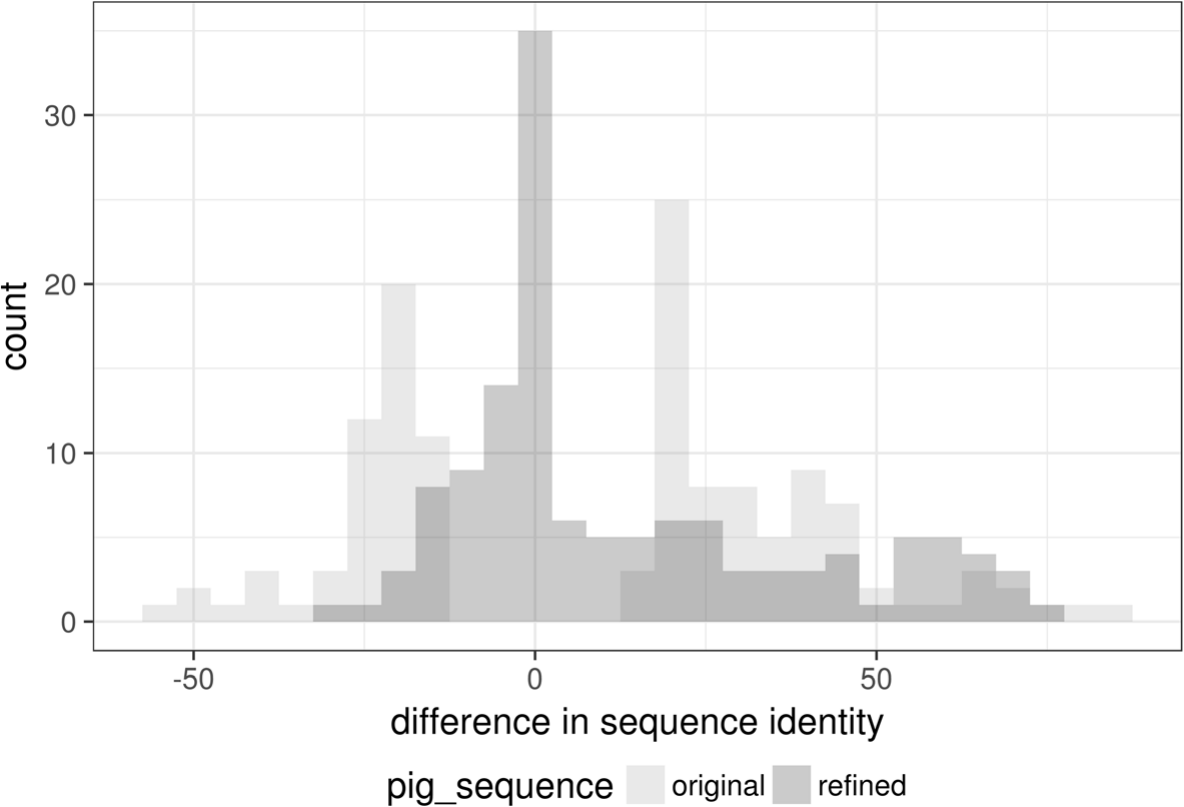
Distribution of the difference between target and query sequence identity before and after refinement for all pig proteins which were identified as presumably poorly annotated

## Discussion

The quality and completeness of protein sequences available in public databases are continuously improving, but one might still be faced with a target protein whose sequence is incomplete or not in accordance with orthologous, well conserved sequences from closely related species. With the a&o-tool we provide an easy-to-use tool to either validate or refine such sequences using RNA-Seq data. We have shown that the idea works well when comparing known human proteins to human transcriptome assemblies. However, sequence differences were observed which can be attributed to three reasons:

1. The majority of undetected sequences correspond to gene products of lowly expressed genes (see Fig. 5).
2. The known human protein sequences that we used for validation correspond to canonical (mostly full-length) isoforms. This simplifies the fact that many genes are expressed as different isoforms in different tissues leading to truncated or alternatively spliced gene products.
3. Although most known human sequences are well curated there are still a number of proteins affected by uncertainties and sequence conflicts or which may be missing. Approximately 7.4% of proteins have no prior evidence on the transcript level and/or are marked as inferred from homology, predicted or uncertain (data not shown, derived from UniProtKB annotation). Recently a team around Steven Salzberg released a “new, comprehensive catalogue of human genes and transcripts” [27] which contains roughly 1000 more protein-coding genes than UniProtKB/Swiss-Prot.

Due to the nature of short read RNA-Seq data one has to bear in mind that the contiguous sequences in the de novo assembled transcriptomes do not necessarily represent entire transcripts. On the one hand, this may lead to the identification of the correct, but too short contig which cannot be translated to a complete protein sequence, e.g. due to a missing initiation codon. On the other hand, the resulting predicted protein may be too long because of 5′ UTRs that contain initiation codons belonging to upstream open reading frames [28]. These issues can be tackled in two ways or a combination of them. Firstly, an additional filtering step, which removes short contigs or ones with low read coverage, could be incorporated after the assembly step. Secondly, long-read sequencing technologies such as PacBio SMRT sequencing or Oxford Nanopore could be used to replace or complement the short read RNA-Seq input with theoretically full length transcripts.

The results from validating our general idea via a reciprocal best hit BLAST search of known human proteins in tissue-specific transcriptome assemblies from several species show that the application of RNA-Seq data leads to a high and very consistent detection rate for a number of placental mammals which is linked to gene expression level as quantified by RNA-Seq (see Fig. 5 and Additional file 2: Figures S25–S30). It is, however, important to have high quality paired-end RNA-Seq data and reasonable mRNA expression of the target gene. Proteins which are found as RBHs are generally well covered by an HSP with high sequence identity. The observed rank order of tissue specific hit rates is in line with the percentage of expressed proteins as reported on the Human Protein Atlas website, i.e. 74% of all considered human proteins are expressed in brain tissue, 68% in kidney and 59% in liver [29].

The importance of high quality RNA-Seq data is also emphasised by the fact that the hit rate achieved in the search of cynomolgus monkey assemblies using human bait sequences is even greater than that of human vs. human. Furthermore, the HSPs obtained in the reciprocal BLAST search of cynomolgus monkey assemblies and known human proteins show a higher sequence identity and coverage than those resulting from comparisons of the other non-human species to the known human proteins. This might be due to greater RNA quality and sequencing depth of the in-house cynomolgus monkey study. 

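The sequencing depth of the 18 cynomolgus monkey libraries was compared with each other from the deposited RPKM values. In an RPKM table, 1 read on a gene is worth an amount that depends on the gene's length and on the library's total, so that the lowest values of the same gene in 2 libraries stand in the inverse ratio of their totals. The ratio was taken as the most frequent one among genes above 0 in 2 to 6 of the samples. In a pair of simulations with 18 libraries and 12000 genes each, the estimate over the true ratio lay between 0.983 and 1.01 and between 0.995 and 1.02. All simulated libraries had the same expression. The accuracy of ratios between tissues, on which the kidney and liver depths rest, was therefore not tested. Only relative depths can be obtained in this way, and they are given with the median of the 18 samples set to 1. The depth was 0.343 in both brain A2-2 and kidney A2-2 and 2.32 in liver A1-1, a 6.77-fold range. The other 15 samples lay between 0.765 and 1.15. The medians were 0.986 in brain, 0.777 in kidney and 1.121 in liver. With these depths, between 69.6% and 95.4% of the low values tested per library came out as a whole number of reads, with a median of 85.5% over the libraries, against a median of 7.23% when the depth was raised by 25%. With each depth halved, where even numbers of reads stay whole, the share lay between 18.8% and 38.15%, with a median of 29.5%. The check used some of the same low values as the estimate. Small whole numbers raised by 25% are mostly not whole, and odd ones are not whole when halved. These shares are therefore not an independent test of the depths. The number of genes at 0 followed the depth within brain and kidney. It was 11748 in brain A2-2, against 10411 to 10709 in the other brain samples, and 12284 in kidney A2-2, against 10734 to 11251 in the other kidney samples. The RNA integrity numbers are not part of the expression table.

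**Figure D3:**
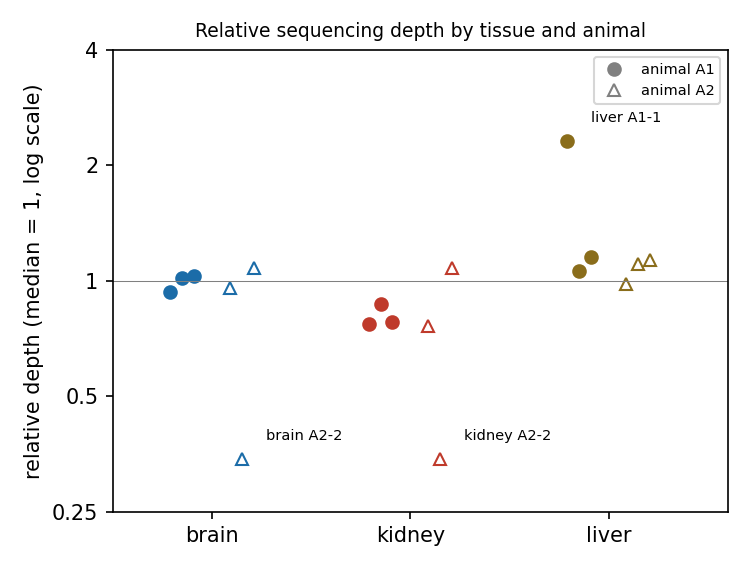
Relative sequencing depth of the 18 samples (y axis, log scale, median of all samples set to 1) by tissue (x axis), with filled circles for animal A1 and open triangles for animal A2. Brain A2-2 and kidney A2-2 lie at 0.343 and liver A1-1 at 2.32.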

For cynomolgus monkey the median RNA integrity number (RIN) across all samples was 8.7 and the median number of uniquely mapped reads is 4.96e+ 07 while in the Fushan data for mouse, rat, pig and dog the median number of uniquely mapped reads is 1.36e+ 07 (median of per species medians) and the median RIN value is 7.5, thus significantly lower. With 1.15e+ 07 uniquely mapped reads (again median across samples) for the human data from the Human Protein Atlas there are even less reads than in the other data sets.

The high number of RBHs found in all three tissues highlights the potential to detect tissue-specific proteins. Thus, by applying the a&o-tool to assemblies from different tissues, one can find functionally important proteins in tissues of interest.

When investigating target proteins which are part of families of highly similar proteins, e.g. kinases, one has to pay particular attention in interpreting the results of our approach. The same contig might be found as best match for several members of the family and will thus lead to the same translated protein sequence for multiple, similar bait proteins.

Finally, we applied the a&o-tool to all genes which we identified as presumably poorly annotated in pig. Overall, we found that the median difference in sequence identity was shifted to 0 and using the known sequence from human as bait lead to improved sequence information in the majority of cases. Therefore, we hope that this target-centric pipeline is a valuable tool for target discovery and validation.

## Conclusions

In summary, we were able to show that exploiting RNA-Seq data and sequence information from closely related species leads to improved protein sequences for species with poorly or no annotated sequence for a specific target protein. With the a&o-tool we provide an automated pipeline to perform this refinement task. The major prerequisite for using the a&o-tool is high quality sequencing data.

## Availability and requirements

The Nextflow pipeline is available.

**Project name:** a&o-tool

**Project home page:** https://github.com/Julia-F-S/a-o-tool

**Archived version:** 10.5281/zenodo.1451221

**Operating system(s):** Linux

**Programming language:** Nextflow

**Other requirements:** Docker

**License:** GNU GPL 3.0

**Any restrictions to use by non-academics:** None

## Additional files

Additional file 1: An overview of the RNA-Seq samples.

Additional file 2: Additional figures.

Additional file 3: TransRate results for all investigated species. (CSV 2 kb)

## Abbreviations

BLAST: Basic local alignment search tool
CHO: Chinese hamster ovary cells
GEO: Gene Expression Omnibus
HSP: High-scoring segment pair
MSA: Multiple sequence alignment
ORF: Open reading frame
RBH: Reciprocal best hit BLAST
SMRT: Single-molecule real time

How the deposited data were processed for this re-analysis (not part of the article)

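Brain (cerebral cortex), kidney (kidney cortex) and liver of 2 female cynomolgus monkeys were sampled 3 times per animal, which gave 18 RNA-Seq libraries. The authors aligned the reads with STAR to the Ensembl version 92 genome and deposited a single table of RPKM values (reads on the gene divided by its length and by the reads of the library, on a linear scale with 3 decimals), with 1 row for each of 29324 Ensembl genes and 1 column per library. Replicates were not pooled by the authors and no filter on low values was applied by them. All 18 columns of per-sample values were used. Each column was assigned to its sample by the sample descriptions, which repeat the column names, and tissue, animal and sample number were taken from the sample labels. No column was assigned from its values. The table's name speaks of unique reads, and which reads make up a library's total is not stated. The paper names both Cufflinks and featureCounts, and which of them made the table is not stated either.

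Since RPKM values are not counts, no count model was used. Values were transformed to log2(RPKM + 1), and genes with at least 1 RPKM in at least 3 of the 18 samples were kept, which left 15275. PCA was computed by singular value decomposition of the centred values in Python 3.11.15 with numpy 2.4.6. The share of variance between tissues was tested with 100000 permutations of the tissue labels, and the share between animals with all 1000 splits of the samples within tissues. Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, Benjamini-Hochberg adjustment, adjusted p below 0.05 and an absolute log2 fold change of at least 1). Tissues were compared on the 6 means per animal and tissue, and animals within tissues on all 18 samples with 6 group means. An interaction of animal and tissue was tested with limma's F test of 2 contrasts at an adjusted p below 0.05. An expressed gene was one with at least 1 RPKM, the lower threshold that the paper uses for FPKM. Numbers of expressed genes were compared with exact permutation tests over all 924 splits of 6 against 6 samples.

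The limma fits were tested on simulated values with the real means and spreads of the 15275 genes, of which 200 were changed. For a log2 change of 2 between animals in brain, 95.0% of the 200 genes were recovered with 3 other genes called. For a log2 change of 4 between tissues, all 200 genes were recovered, with 12 other genes called between brain and liver and 15 between brain and kidney.

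The depth of single libraries is not given by an RPKM table. Relative depths were estimated from the steps of the low values, a step that was not planned before the table was seen. A first version of this estimate missed the simulated depths of some libraries, and its settings, as well as the simulated gene lengths and expression range, were then revised together. The revised version was tested on both simulations, neither of which held different tissues. The depths of the real libraries changed little between the versions. The estimates for the kidney and liver libraries rest on fewer shared low genes, from 13 genes at the common ratio in kidney A2-2 upwards, than those for the brain libraries. The paper's text gives an overall depth in reads for the cynomolgus monkey samples and none for single libraries, and no confidence intervals for single values were derived.

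The sample numbers 1 to 3 come from the sample labels. Between the 2 animals the same number stands for different tissue samples of different animals, and between tissues it stands for samples of one animal. Alternatives to the pseudocount, the gene filter, the scaling of the values, the unit of replication, the replicate block, the expression threshold and the set of samples, including each of the 18 samples left out in turn, were fixed before the data were examined, and their effects are given in the closing section. The paper's PCA figures, the reciprocal best hit lists and the assemblies were not analysed here. A list of 60 marker genes of tissues and cell types had been written before the data were examined, and genes to be named were to be these markers, the genes the paper names, the 3 highest genes of each tissue and the genes that differ most between the animals. As none of the identifiers matched a gene symbol, the markers and the genes named in the paper were not tested. At most 2 identifiers that rose and 2 that fell are printed, and those 4 were chosen after their values were seen.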

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

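In each tissue, 6 measures per sample were screened for a sample whose gap to the nearest of the other 5, divided by the whole range, was above Dixon's critical value of 0.625. This held in 7 of the 18 groups, where chance gives about 0.9, and 3 of the 7 concerned liver A2-1. The tests of sequencing depth, of another tissue under the liver label, of the interaction without liver A2-1 and of the interaction with the animals exchanged in one tissue were chosen after the results had been seen. No test used gene symbols.

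Liver A2-1 stood apart in the median correlation with the other liver samples (0.657), in the PC1 score (43.01) and in the share of summed RPKM in its 10 highest genes (62.3%, against 23.1% to 28.2% in the other liver samples). The same 10 genes took at most 7.78% in any other liver sample and at most 16.6% in any of the 17 other samples. Its gene with the highest value, ENSMFAG00000044722, had 183894 RPKM against 18.3 ± 25.1 in the other liver samples (SD, n = 5), and ENSMFAG00000041242 had 94372 RPKM against 8.87 ± 12.0. Of the genes that are high in the other liver samples, ENSMFAG00000000097 had 12.8 RPKM against 59873 ± 11323 and ENSMFAG00000031068 had 3.24 RPKM against 15058 ± 2470. These 4 genes were chosen after their values were seen.

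Several technical explanations for liver A2-1 were tested. Its relative depth of 0.985 was the lowest of the 6 liver samples, which is what low depth would give, but the next lowest was 1.06, and the 8 samples of lower depth in all tissues had a median correlation within their tissue of at least 0.972. Depth alone therefore does not account for the distance. Without the 100 highest genes of any sample, its median correlation with the other liver samples was 0.686, while pairs of the other liver samples lay between 0.967 and 0.994, so that a few genes with high values do not account for it either. For 256 genes specific to the other liver samples, the SD of the log2 ratios was 2.31, against 0.40 to 0.83 among the other liver samples. Diluted liver RNA would give one common ratio only for genes that the diluting tissue lacks. These genes were chosen at 8-fold over the other tissues, so that with a median ratio of 0.0139 the SD cannot decide. A dilution that strong with brain or kidney RNA would leave the genes specific to that tissue near their own level. In liver A2-1 their median was 1.39% of the kidney level and 0.821% of the brain level, which goes against such a dilution. A tissue that was not sequenced may express some of these genes, and a mixture with it was not tested. Of 236 genes specific to kidney, 14.8% reached at least 50% of their kidney level in liver A2-1, and of 782 genes specific to brain 0.895% did, so that an exchange with one of the kidney or brain samples is not what the values show. All 15 genes (100%) that differ between the animals in the same direction in brain, in kidney and in the other liver samples lay nearer to A2, which goes against a sample of A1. The 256 liver genes stood at a median ratio of 0.0139 to the other liver samples, and 13 genes with less than 1 RPKM in all 17 other samples had at least 100 RPKM in liver A2-1, while no other sample had such a gene. A candidate explanation is therefore a sample of animal A2 from a tissue other than the 3 tissues sequenced, in whole or in part. The tests do not show which tissue, and RNA quality, GC content, gene length and reads shared between similar genes were not tested. The design gives no biological condition that sets this sample apart.

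Brain A2-2 had 11748 genes at 0 and kidney A2-2 had 12284, in each case the highest number of the tissue. Brain A2-2 also stood apart in relative depth, at 0.3428. Lower depth turns low values into 0 but leaves genes at 1 RPKM or more in place. Brain A2-2 had 13164 genes at 1 RPKM or more, within the 13054 to 13246 of the other brain samples, and kidney A2-2 had 12777, within the 12766 to 13020 of the other kidney samples. Both numbers are consistent with lower depth as the source of the additional genes at 0. Liver A1-1 stood apart with the highest relative depth, 2.321, and had the lowest number of genes at 0 of the 6 liver samples, 11638. No biological explanation was tested for these depths.

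The differences between the animals were not the same in the 3 tissues. In limma's F test of the interaction of animal and tissue, 2458 of 15275 genes had an adjusted p below 0.05. Of 100 splits drawn from the 256 splits of the samples within tissues that part all same-numbered pairs, 2 gave as many genes, the real split included. The median over the other splits was 127 genes and the highest 3888. Splits that mix the animals move the differences between the animals into the residual, so that these low counts do not test whether the differences vary between tissues. Of the splits that keep the 3 samples of an animal together, exchanging A1 and A2 in brain gave 3194 genes, in kidney 3888 and in liver 3550, each more than the real split, so that the count of splits gives no support to an interaction beyond the F test. Without liver A2-1, 5155 genes passed, so that this sample is not the source of the interaction. Traces of the highest genes of liver A2-1, described under the other observations, were present in the 3 A1 samples and 1 A2 sample of kidney. In liver they were present in the 2 other A2 samples and in 0 of the A1 samples. If these samples shared a pool, which was not tested, a difference between pools would run in opposite directions for the animals in kidney and liver and would itself appear as an interaction. On the sixth component the animals lay in opposite orders in brain and kidney. Kidney A2-2 scored -8.355, with the other A2 kidney samples (-11.43 and -6.189) and not with A1 (4.641 to 11.24). Brain A2-2 scored 20.22, with the other A2 brain samples (13.73 and 21.94) and not with A1 (-20.02 to -16.36). As both carry traces, this argues against a pool marked by traces as the source on this component. Pools are not named in the paper's text, and other differences between pools, or any in liver, cannot be told apart from the interaction. Differences between the places of sampling within a tissue were not tested either. With 2 animals, the interaction describes these animals, and no biological explanation was tested.

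For the differences between the animals within each tissue, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many genes as the split by animal in brain, in kidney and in liver. The other splits of this kind gave 0 genes, while 3064 genes in brain, 3229 in kidney and 5488 in liver had an unadjusted p below 0.05 in the real split. The other 6 splits of each tissue part 1 pair and gave at most 1 gene, so that 1 of all 10 splits gave as many genes in each tissue, the smallest share that 3 samples against 3 allow. Over the 3 tissues together, the share of variance between animals was the largest of 1000 splits (exact permutation test, one-sided, p = 0.001).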

How the results depend on the processing

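The alternatives were set before the data were examined, apart from the relative depths and the traces of liver A2-1 genes, which were added after the values had been seen. Of 561 alternative values of 21 results, 506 stayed within the limits set for a change, 51 moved and 4 were weaker. Some large changes stayed within these limits, so that the 506 do not measure stability. Kidney exceeded liver by 2066 expressed genes and by 492 with median-of-ratios factors. Genes expressed in all 3 tissues numbered 9564 at 1 RPKM and 13559 at 0.1 RPKM. A count of genes has no direction of its own, and the direction that most of its genes take changed in several cases given below. Of the 378 values from fits that each left out one sample, 19 changed, and of the 183 others 36 changed. The causes of these changes were not tested unless a value is given for them.

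The share of the PC1 variance between tissues lay between 93.3% and 99.98% and its highest p was 0.0143, from animal A2 alone (exact permutation test, one-sided). The share of the total variance on PC1 was 64.7% with values rescaled to an equal sum per sample, 64.6% with median-of-ratios factors, 65.1% with quantile-normalized values, 50.4% with genes scaled to unit variance, 64.1% for the 500 most variable genes and 66.9% for animal A1 alone. Across the 18 fits that each left out one sample it lay between 59.3% and 65.2%. The share between animals within tissues lay between 2.77% and 6.15% across these fits. Without a liver sample of A1, it was 4.24% to 4.38% and no longer passed (exact permutation test, one-sided, p from 0.112 to 0.14). For a single animal this share has no value.

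The numbers of expressed genes followed the threshold. At 0.1 RPKM they were 16842 in brain, 16435 in kidney and 14792 in liver. At 0.5 RPKM they were 14318, 13979 and 12109 in the same order, and at 5 RPKM they were 9288, 9169 and 6317. With values rescaled to an equal sum they were 14458, 13790 and 11967, and with median-of-ratios factors 12784, 12291 and 11799. Brain minus kidney was 119 at 5 RPKM and no longer passed (exact permutation test, p = 0.0952). Each animal alone kept the direction of the 3 differences, but 3 samples against 3 cannot give a p below 0.1. At 5 RPKM 5022 genes were expressed in all 3 tissues. Genes expressed in liver only numbered 576 with median-of-ratios factors, 106 when all 6 samples had to reach the threshold and 534 when any sample could.

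With a pseudocount of 0.1, the genes that differed between animals numbered 338 in brain, 392 in kidney and 1587 in liver. In liver, 1102 of the 1587 were higher in A2, against 305 of 633 with a pseudocount of 1. Without a minimum fold change they numbered 1340, 1342 and 2941, of which 1834 in liver were higher in A2, and 10280 genes differed between kidney and liver. At an adjusted p below 0.01, 1042 genes had an interaction. Between kidney and liver, 2726 genes passed with median-of-ratios factors and 2716 with quantile-normalized values. Of these, 1420 and 1447 were higher in kidney, against 6154 of 6783 in the deposited values. Between brain and liver, 3487 of 7049 genes were higher in brain with quantile-normalized values, so that the direction most genes take depends on the scaling. With median-of-ratios factors 318 of 859 genes that differed between animals in liver were higher in A2, and in brain 98 of 179 were, against 104 of 215 in the deposited values. Between brain and kidney, 3125 of 6365 were higher in brain with quantile-normalized values and 4202 of 7050 with values rescaled to an equal sum.

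With the sample number as a replicate block, 215 genes in brain, 252 in kidney and 624 in liver differed between animals and 2322 had an interaction. Samples of different animals with the same number deviated from their group means with a mean correlation across genes of 0.0103, against -0.00231 for other numbers, so that the numbers carry little in common between animals. With animal as a block in the fits on animal means, 8368, 6540 and 6792 genes differed between brain and liver, brain and kidney, and kidney and liver.

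Across the 18 fits that each left out one sample, the genes that differed between animals numbered 221 to 397 in kidney and 450 to 1936 in liver, and genes with an interaction 1629 to 5155. The lowest and the highest number of the interaction came without liver A1-2 and without liver A2-1.

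The table gives no read totals of single libraries, and the lower depth of brain A2-2 and kidney A2-2 limits which low values can be told from 0 there. The alternative for marker genes of tissues was not run, since 0 identifiers were paired with a symbol.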

Differences from the paper's values

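The paper states no value for a measure that was also computed here from the cynomolgus monkey expression table. It states that samples cluster by tissue of origin on the first principal component in every data set. On this component, liver A2-1 had a score of 43.0, within the 39.3 to 43.7 of the kidney samples, and the other 17 samples lay with their tissue.

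The paper also states that no confounding was seen in the main components. The fourth component, with 1.20% of the total variance, had 92.7% of its variance between animals within tissues, and the third component, with 5.54%, drew 92.9% of its variance from liver A2-1.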

Other observations

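The tests of depth and of the 100 highest genes on the number of expressed genes, and of reads of liver A2-1 in other libraries were chosen after the results had been seen.

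Genes with at least 1 RPKM numbered 13140 ± 82.1 in brain, 12841 ± 103 in kidney and 10775 ± 503 in liver (mean ± SD, n = 6 samples of 2 animals each). Without liver A2-1, which had 11641, the liver mean was 10602 ± 301 (SD, n = 5). Brain exceeded liver by 2365 genes, brain exceeded kidney by 299 and kidney exceeded liver by 2066, and each difference had p = 0.00216 over samples (exact permutation test, the smallest p that 6 samples against 6 allow). Samples of one animal are not independent, and with 2 animals against 2 this test cannot reach a p below 0.05. Within A1 the 3 differences were 2684, 226 and 2458 genes, and within A2 they were 2046, 372 and 1674. By the median over the samples of a tissue, 44.8% of the 29324 genes were expressed in brain, 43.8% in kidney and 36.4% in liver, and 9564 genes were expressed in all 3 tissues. In brain only, 1684 genes were expressed, in kidney only 861 and in liver only 329. The paper gives the order of brain, kidney and liver for proteins found in the assemblies, which were not analysed here, and cites the same order for expressed human proteins from the Human Protein Atlas.

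The lower number of expressed genes in liver was weighed against technical explanations. The liver samples had a median relative depth of 1.122 and the kidney samples one of 0.777. By these estimates, whose ratios between tissues were not tested by simulation, lower depth does not account for it. The 10 highest genes took 23.1% to 28.2% of the summed RPKM in the liver samples other than liver A2-1 and 18.8% to 23.6% in the kidney samples. With the 100 highest genes of each sample left out and the other genes rescaled to one common sum, 1 liver sample reached the lowest kidney sample, and this was liver A2-1. The other liver samples then had at most 11456 expressed genes and the kidney samples 12390 to 12660, against at most 11092 and at least 12766 before. The gap became smaller but remained, so that the share of the 100 highest genes does not account for all of the difference in these 5 samples. After median-of-ratios scaling, again only liver A2-1, with 12431 genes, reached the lowest of the kidney samples, at 12224, and the difference of kidney over liver was 492 genes (exact permutation test, p = 0.0152). This scaling sets the typical gene equal between tissues whatever the cause, so that the smaller difference does not point to a few genes with high values. Whether the level of the typical gene in liver comes from the normalization or from the tissue cannot be told from these values. A tissue difference in the number of expressed genes remains a hypothesis.

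Some genes differed between the animals in more than one tissue. In brain and kidney, 23 genes passed in both, where independent lists of these sizes would share 3.63, and 82.6% of them (19 genes) differed in the same direction. In brain and liver, 23 of 25 shared genes had the same direction, and in kidney and liver 42 of 52. All 14 genes that passed in the 3 tissues had the same direction. About as many genes in each direction would be expected if the direction were left to chance across genes, which the 82.6% goes against, though genes are not independent and these lists come from 2 animals. Inherited or other lasting differences between the animals may contribute, and no test here separates them from a variant that changes how reads map to the reference.

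Traces of the highest genes of liver A2-1 appeared in some other samples. Over 9 genes with at least 1000 RPKM in liver A2-1 and at most 1% of that elsewhere, brain A2-2, kidney A1-1, kidney A1-2, kidney A1-3, kidney A2-2, liver A2-2 and liver A2-3 had medians between 0.0099% and 0.0307% of the value in liver A2-1. The 10 other samples had medians of at most 0.000173%. In the 7 samples, the SD of the log2 ratios was at most 0.72, which is what reads of liver A2-1 counted in other libraries would give, and in the 10 others it was at least 1.52. The sample labels give 8 libraries per pool, which equals liver A2-1 and these 7 samples, and the paper's methods give 7. Which libraries shared a pool is not named in the paper's text, so that a shared pool is a hypothesis. If reads were exchanged between all libraries of a pool, genes specific to liver and to brain would also be raised in the kidney samples with traces. Genes specific to liver were not raised there. They stood at 0.0119% to 0.0176% of the liver level, against 0.0177% to 0.0229% in the 2 kidney samples without traces. Whether those 2 samples shared a pool with other liver samples is not known. Genes specific to brain stood at 0.132% to 0.192% against 0.143% to 0.200%. Reads at the level of the traces, at most 0.0307%, would be small beside these values, so that the brain genes cannot decide. In brain A2-2, which has traces, the liver genes stood at 0.00622%, within the 0.00425% to 0.0114% of the other brain samples. Genes specific to kidney stood at 0.135% in brain A2-2, the highest of the brain samples, where the others had 0.0218% to 0.118%. The 0.118% was in brain A2-3, which has no traces. Genes specific to brain stood at 0.0467% in liver A2-2 and 0.086% in liver A2-3, against 0.0353% to 0.0469% in the A1 liver samples. The liver genes thus go against a general exchange between these libraries, while some of the kidney and brain genes go with it. RNA or reads of another sample with the same profile would also give a small SD of the log2 ratios. The source of the traces is therefore left open. Genes specific to kidney stood at 0.0406% to 0.045% in liver A2-2 and liver A2-3 and at 0.0024% to 0.00452% in the A1 liver samples, a difference in which traces and animal cannot be separated.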
